A study of Homo sapiens with 12 samples. Its data were reported in "Pan-cancer analysis of mRNA stability for decoding tumour post-transcriptional programs" (2022).

How the data were processed

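RNA-seq libraries from 3 human renal cell carcinoma lines were analysed. In 786-O (1 library per group) and A-498 (2 libraries per group), cells transfected with a miR-29 mimic, a synthetic RNA that adds miR-29 activity, were compared with cells given a control mimic. In ACHN (3 libraries per group), cells transfected with a miR-29 inhibitor were compared with cells given a control inhibitor. Per the labels, the dose was 10 nM and RNA was extracted 48 h after transfection. The study set aside further A-498 libraries because their labels were in doubt, and those were not analysed here. The groups were taken from the labels of each library.

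The authors prepared stranded libraries after depletion of ribosomal RNA, aligned the paired reads to GRCh38 with HISAT2 and obtained raw counts per Ensembl v87 gene with HTSeq-count in its strict intersection mode; these counts were deposited without normalisation. Each count table held 58051 genes, of which 56948 (98.1%) had a symbol in GENCODE v44, and 5 summary lines for reads assigned to no gene. Reads in genes numbered from 39919554 to 70027392 per library, and reads not assigned to a single gene (outside every gene, in more than 1 gene, of low alignment quality or not aligned) made up 37.2% to 48.0% of all reads. For each cell line the authors also deposited a DESeq2 table with log2 fold changes and their standard errors. The p-values in those tables, with adjusted values, were deposited by the authors as computed by DESeq2. The deposited tables were used only for a comparison with the fold changes computed here. No molecular identifiers were described, so the precision given by the counts covers counting error only.

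Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, in each cell line by itself and without a block, after TMM normalisation and a filter on low counts (filterByExpr by group). Genes with a Benjamini-Hochberg adjusted p under 0.05 were called lower or higher. With 1 library per group, 786-O was described by the log2 ratio of CPM (counts scaled to library size, with TMM factors and prior count 2) for genes with at least 10 counts in the 2 libraries together, with no p-value across genes. The difference in mimic effect between 786-O and A-498 was tested as an interaction in edgeR on the 6 mimic and control mimic libraries. The biological coefficient of variation was 3.83% in A-498 and 5.25% in ACHN. Every pair of replicate libraries differed by more than counting error (chi-square per degree of freedom from 3.87 to 12.2), so no library was a copy of another.

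Sites of miR-29 were exact matches to the reverse complement of nucleotides 2 to 8 of the miRNA (TGGTGCT, a 7mer-m8, or TGGTGCTA, an 8mer) within the first 2000 nt of the 3′ UTR, whereas the study matched longer seeds. As in the study, genes whose isoforms share 1 single-exon 3′ UTR were used. GENCODE v44 gave 6635 such genes among 19244 protein-coding genes with a 3′ UTR. The annotation is newer than the one behind the counts but is on the same genome build, and the 24 seed matches of the genes named in the text were read back from the GRCh38 sequence, where all 24 were found. For a named gene whose isoforms differ, the isoform with the longest 3′ UTR was used, which may not be the one expressed.

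Shifts of gene sets were tested with camera (limma 3.58.1, preset correlation 0.01, two-sided) against the other tested genes, or for site genes against genes with no site, with fry and camera with an estimated correlation as alternatives. The regulon coefficient followed the study's model, a binomial regression of having a miR-29 site against the number of other miRNA families with a site (71 families listed by hand), with the call of the gene (lower, not called, higher) as predictor. All words of 7 bases were ranked by the Wilcoxon z of the fold changes of genes with against without the word, after removal of the trends with 3′ UTR length and GC content. In 786-O, the median of a list was set against 10000 random lists of the same size matched on mean expression in 20 bins. Lists of collagen genes (every symbol of the form COL, number, A, number) and of 40 known miR-29 targets, written from general knowledge, were fixed before the data were examined, as were the comparisons, the tests and the alternatives, except where the text says otherwise. Overlaps between cell lines were tested with Fisher's exact test (two-sided). The 10 tests of sets, coefficients and overlaps were also adjusted together by the Benjamini-Hochberg method.

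The genes named were chosen by a fixed rule. In A-498 and ACHN these were the 4 genes lower and the 4 genes higher with the largest log2 fold change among called genes with an average log2 CPM of at least 3 and no overlap between the groups. The 6 core genes with the largest value of their smallest shift across the 3 lines were added, with a fixed panel (COL4A1, COL4A2, LAMC1, SPARC, TET3, DNMT3A, MCL1 and CDK6). The miR-29 precursor genes were not analysed here, because their identifiers in GENCODE v44 were not among those counted.

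Alternatives covered the normalisation (median-ratio size factors, library size only), the filter (none, or at least 10 counts in every library), the tool (DESeq2 1.42.0, limma voom), the replicate number as a block in ACHN, leaving out each library in turn, the threshold (adjusted p under 0.01), the definition of a site, the choice of 3′ UTR, matching on 3′ UTR length and expression, the prior count (0.5) and the count minimum (1 or 100) in 786-O. Lists of NF-kB target, interferon-stimulated and S-phase genes were written after the fold changes were seen and are used only in the closing section. The gene calls, the site difference, the regulon coefficient, the interaction and the heptamer scan were tested on simulated data, and the set tests, random lists, matched draws and overlaps were not. With counts drawn for the real genes at a biological coefficient of variation near the real one, edgeR recovered 85.4% of 198 changed genes with the right sign and called 7 unchanged genes among 19284 genes at the size of the A-498 comparison. At the size of the ACHN comparison it recovered 94.9% of 197 changed genes and called 14 unchanged genes among 17721. The interaction test recovered 70.2% of changed genes, with 8 unchanged genes called among 21828. Changed genes were given a log2 change of 1 in either direction, and a larger one for the interaction. The median absolute change of genes called in the real data was smaller (0.45 in A-498, 0.28 in ACHN and 0.60 in the interaction). The shares recovered do not cover changes of that size. The interaction simulation gave 786-O the same spread as A-498, so it does not test that assumption. A planted word came out at rank 1 of the heptamer scan over 3500 genes. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for the sequence work and the plots.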

Results

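Gene expression was measured by RNA-seq in 12 libraries from 3 human renal cell carcinoma lines. The 786-O line had 1 library with a miR-29 mimic and 1 with a control mimic, A-498 had 2 of each, and ACHN had 3 libraries with a miR-29 inhibitor and 3 with a control inhibitor. Reads in genes numbered 44914022 (control) and 44384575 (mimic) in 786-O, from 55398804 to 61462132 in A-498, and from 39919554 to 70027392 in ACHN. Within A-498 the first principal component of log2 CPM carried 78.5% of the variance, and within ACHN it carried 44.8%. The delivered mimic and inhibitor are not themselves measured in these libraries, so a list of 40 known miR-29 targets was used to check the labels first.

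The list of known targets moved in the labelled direction in all 3 lines. In A-498, 37 of its genes were tested, and their median log2 fold change with the mimic was -0.98 (camera in limma, adjusted p = 3.35e-53 over 10 tests, unadjusted 1.01e-53). Of these, 32 were lower and 2 higher at an adjusted p under 0.05 over all genes in edgeR, and the counts were the same when adjusted over the list alone. Of the 37, 1 gene had no more than 3 counts in every library of a group, and placing it at its bound left the median at -0.98. In ACHN, 34 genes were tested, and their median with the inhibitor was 0.75 (camera in limma, adjusted p = 2.85e-91, unadjusted 5.71e-92), with 30 genes higher and 0 lower over all genes and when adjusted over the list alone. In 786-O, 35 genes had a median log2 ratio of -1.11, below all 10000 random lists matched on expression (lowest -0.44), and 31 of the 35 were lower in the mimic library. The 786-O values compare 2 libraries and have no replicate check.

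Adding miR-29 activity addressed which transcripts fall when the miRNA is restored. In A-498, 19676 genes were tested, of which 5313 were lower and 5015 higher with the mimic (edgeR, adjusted p under 0.05). A change of at least 2-fold was found for 792 of the lower and 848 of the higher genes, and the median absolute log2 fold change of called genes was 0.45. The 2 groups of CPM values did not overlap for 5310 of the lower and 5012 of the higher genes, which a call nearly requires with 2 libraries against 2 (among genes not chosen by their call, chance gives 33.3%). DESeq2 moved the total most, with 4443 lower and 3859 higher, and library size in place of TMM moved the split most, with 4352 lower and 6191 higher. Called genes were named by the fixed rule (average log2 CPM of at least 3, no overlap between the groups). By this rule, the largest falls were those of LOXL2, FSTL1, IGSF3 and TUBA1A. LOXL2 (ENSG00000134013, chromosome 8, 23296897 to 23425328, GRCh38) went from 682 ± 17.9 CPM (SD, n = 2) to 57.1 ± 0.486 CPM (SD, n = 2). Its log2 fold change was -3.58 (SE 0.0403, edgeR adjusted p = 5.75e-16), lower in both mimic libraries than in either control. The log2 fold change was -3.01 for FSTL1, -2.96 for IGSF3 and -2.79 for TUBA1A. The value for TUBA1A is uncertain, because near-identical tubulin genes can share its reads. The 3′ UTR of LOXL2 has 1 seed match, 555 nt from the stop codon (23297482 to 23297488), and that of the longest FSTL1 isoform has 1 at 227 nt. IGSF3 and TUBA1A had no match to nucleotides 2 to 8, but each had a 6mer, a match to nucleotides 2 to 7. The LOXL2 span overlaps that of ENTPD4 on the same strand, so reads in the shared part could be lost from both. The largest rises by this rule were those of CXCL8, HMGA2, ATF3 and TRAF1, each higher in both mimic libraries. The log2 fold change was 3.23 for CXCL8 (SE 0.0709, edgeR adjusted p = 2.49e-13), 2.53 for HMGA2, 2.40 for ATF3 and 2.19 for TRAF1. CXCL8 rose from 4.62 ± 0.108 CPM (SD, n = 2) to 43.3 ± 1.30 CPM (SD, n = 2). TRAF1 carries a seed match 929 nt from the stop codon and was higher with the mimic in A-498. In ACHN it was higher with the inhibitor (log2 fold change 0.52, edgeR adjusted p = 2.93e-05). Its log2 ratio with the mimic in 786-O was -1.83.

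Blocking miR-29 activity addressed the reverse question. In ACHN, 17904 genes were tested, of which 2578 were lower and 3102 higher with the inhibitor (edgeR, adjusted p under 0.05). A change of at least 2-fold was found for 51 of the lower and 163 of the higher genes, and the median absolute log2 fold change of called genes was 0.28. The groups did not overlap for 2465 of the lower and 3017 of the higher genes, and being called favours this too (among genes not chosen by their call, chance gives 10% for 3 libraries against 3). The alternative that moved these counts most was leaving out the second control library, with 2052 lower and 2503 higher. Among called genes with an average log2 CPM of at least 3, the rule named SPARC, C1QTNF6, COL5A2 and COL4A1 as the largest rises. SPARC (ENSG00000113140, chromosome 5, 151661096 to 151686975) went from 362 ± 11.1 CPM (SD, n = 3) to 1589 ± 36.6 CPM (SD, n = 3). Its log2 fold change was 2.13 (SE 0.0357, edgeR adjusted p = 5.23e-18), higher in all 3 inhibitor libraries than in any control. C1QTNF6 rose by 1.79, COL5A2 by 1.61 and COL4A1 by 1.59. SPARC has a 7mer-A1 match (nucleotides 2 to 7 followed by an A) at 104 and at 137 nt, and its only match to nucleotides 2 to 8 lies at 2187 nt, outside the stretch searched. The largest falls by this rule were those of TM4SF4, SLC16A9, E2F2 and E2F8. The log2 fold change was -1.17 for TM4SF4 (SE 0.0511, edgeR adjusted p = 6.12e-12), -1.08 for SLC16A9, -1.05 for E2F2 and -0.99 for E2F8. None of these genes has a match to nucleotides 2 to 8, though E2F2 has a 6mer, and each was lower in all 3 inhibitor libraries.

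Genes with a miR-29 site were then compared with genes without one, which could still hold a 7mer-A1 or a 6mer. In A-498, the median log2 fold change of 416 site genes was -0.33 and that of 3405 genes with no site was 0.01, a difference of -0.34 (camera in limma, adjusted p = 6.00e-11, unadjusted 5.40e-11). Of the site genes, 60.8% were called lower and 15.4% higher, against 30.4% and 30.1% of the genes with no site. In ACHN, the median of 401 site genes was 0.14 and that of 3167 genes with no site was -0.0040, a difference of 0.15 (camera in limma, adjusted p = 1.30e-11, unadjusted 1.04e-11). Of these site genes, 44.4% were called higher and 8.23% lower, against 18.3% and 19.0% of the genes with no site. In 786-O, the difference between 402 site genes and 3310 genes with no site was -0.41, and 76.9% of the site genes had a ratio under 0, against 50.9% of the others. The median of the 786-O site genes, -0.42, lay below all 10000 random lists (from -0.15 to 0.07). The camera calls for site genes, known targets and collagen genes held in A-498 and ACHN under fry (largest p = 0.00129) and with an estimated correlation (largest p = 0.0241). The alternative that moved the A-498 difference most was counting any match of 6 bases or longer, with a difference of -0.26.

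**Figure D1:**
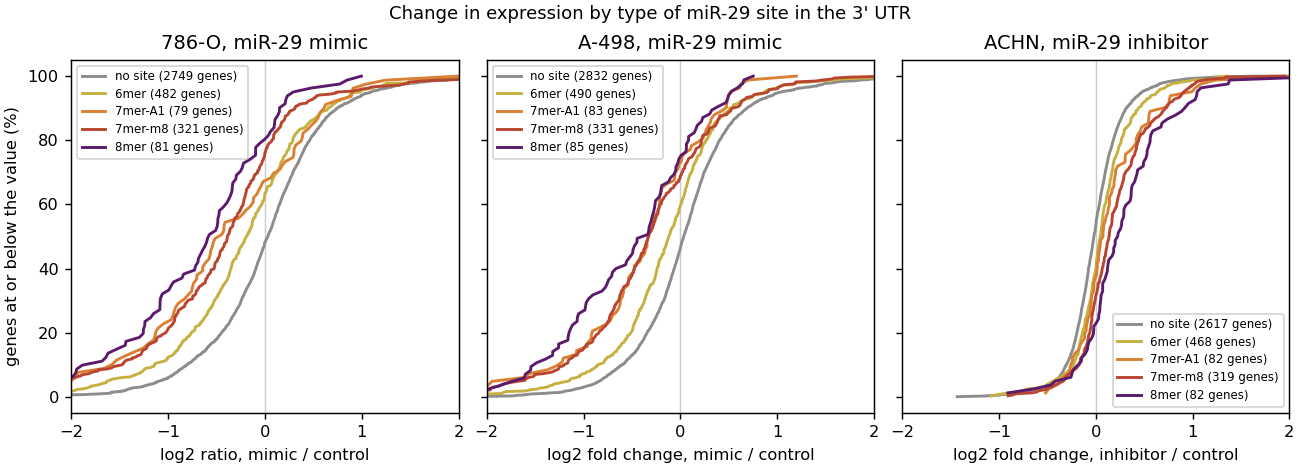
Cumulative share of genes (percent, vertical axis) against the log2 ratio or log2 fold change (horizontal axis) in each cell line, with 1 curve per type of miR-29 site in genes with a single shared 3′ UTR. Here, no site means no match of any type. Genes with an 8mer lie farthest from these genes in 786-O and ACHN, with medians of -0.58 and 0.23. In A-498 the medians of genes with an 8mer (-0.34) and a 7mer-m8 (-0.33) differ little.

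Site genes were also divided by the type of match. In 786-O the median log2 ratio was -0.58 for 81 genes with an 8mer, -0.39 for 321 genes with a 7mer-m8, -0.45 for 79 genes with a 7mer-A1, -0.19 for 482 genes with a 6mer and 0.03 for 2749 genes with no match. In ACHN the medians in the same order were 0.23, 0.14, 0.08, 0.05 and -0.02. In A-498 they were -0.34, -0.33, -0.32, -0.12 and 0.03. These differences between types of match were not tested. The regulon coefficient of the binomial regression, which sets miR-29 sites against the sites of 71 other families in the same genes, was -0.60 ± 0.0695 (SE) in A-498 (p = 3.68e-18, adjusted 6.14e-18, across 3441 genes) and 0.68 ± 0.0817 (SE) in ACHN (p = 6.49e-17, adjusted 9.27e-17, across 3231 genes). Genes are not independent replicates, so these p-values describe the set of genes. The alternative that moved the coefficients most was 8mer sites alone, with -0.76 in A-498 and 0.89 in ACHN.

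Among all words of 7 bases, the match to miR-29 nucleotides 2 to 8, TGGTGCT, ranked first for lower expression with the mimic in 786-O (z = -11.8) and A-498 (z = -9.81), and first for higher expression with the inhibitor in ACHN (z = 9.72). In 786-O, the 9 words that followed it for lower expression each shared 6 bases in a row with it. The rank was 1 also without removal of the length and GC trends and with the longest 3′ UTR of every protein-coding gene, where the z values were -21.3 in 786-O, -18.9 in A-498 and 17.0 in ACHN.

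**Figure D2:**
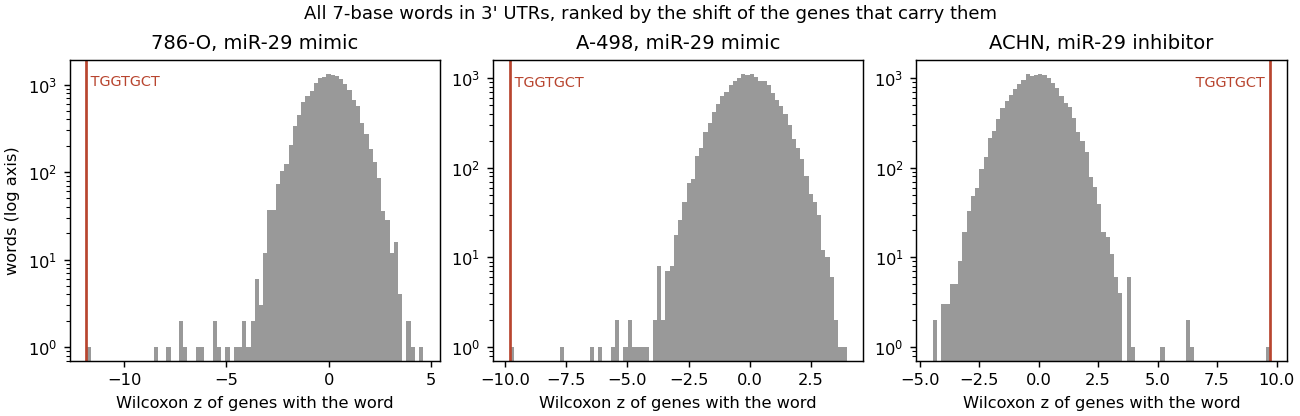
Number of words (log axis) against the Wilcoxon z of the genes that carry the word, for all words of 7 bases in each cell line. The red line marks TGGTGCT, which lies at -11.8 in 786-O, -9.81 in A-498 and 9.72 in ACHN, beyond every other word in that direction.

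Collagen genes, as a family of the extracellular matrix, moved with miR-29. In A-498, 32 were tested and had a median log2 fold change of -0.72 (camera in limma, adjusted p = 1.96e-08, unadjusted 1.96e-08). Of these, 18 were lower and 7 higher over all genes, with the same counts when adjusted over the list alone, so the family did not move as one. In ACHN, 24 were tested and had a median of 0.47 (camera in limma, adjusted p = 1.05e-23, unadjusted 5.26e-24), with 16 higher and 0 lower over all genes and when adjusted over the list alone. In 786-O, 27 collagen genes had a median log2 ratio of -0.61, below all 10000 random lists (lowest -0.50), and 24 were lower. The directions of these medians held under library-size scaling, with -0.65 in A-498 and 0.45 in ACHN. The collagen list and the list of known targets shared 7 tested genes in A-498 and 4 in ACHN.

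The fixed panel was followed in every line. COL4A1, COL4A2, LAMC1, SPARC, TET3, DNMT3A and CDK6 were lower with the mimic in both lines and higher with the inhibitor. In 786-O their log2 ratios ranged from -2.88 (CDK6) to -0.44 (DNMT3A), and in A-498 their log2 fold changes ranged from -2.44 (COL4A1) to -0.47 (TET3, edgeR adjusted p = 9.16e-06). In ACHN they ranged from 0.49 (COL4A2, edgeR adjusted p = 3.47e-05) to 2.13 (SPARC). MCL1 fell by 0.40 in A-498 (adjusted p = 7.07e-07) and rose by 0.72 in ACHN (adjusted p = 4.27e-11), and its log2 ratio in 786-O was 0.12. LAMC1 has an 8mer 1463 nt from the stop codon (chromosome 1, 183144253 to 183144260), COL4A1 has an 8mer at 30 nt (chromosome 13, 110150326 to 110150333) and TET3 has 5 seed matches from 53 to 1471 nt. CDK6 has no seed match in the first 2000 nt and 2 farther on, at 8707 and 9138 nt. For COL4A2, the longest annotated 3′ UTR ends inside the gene, so no site status is given.

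**Figure D3:**
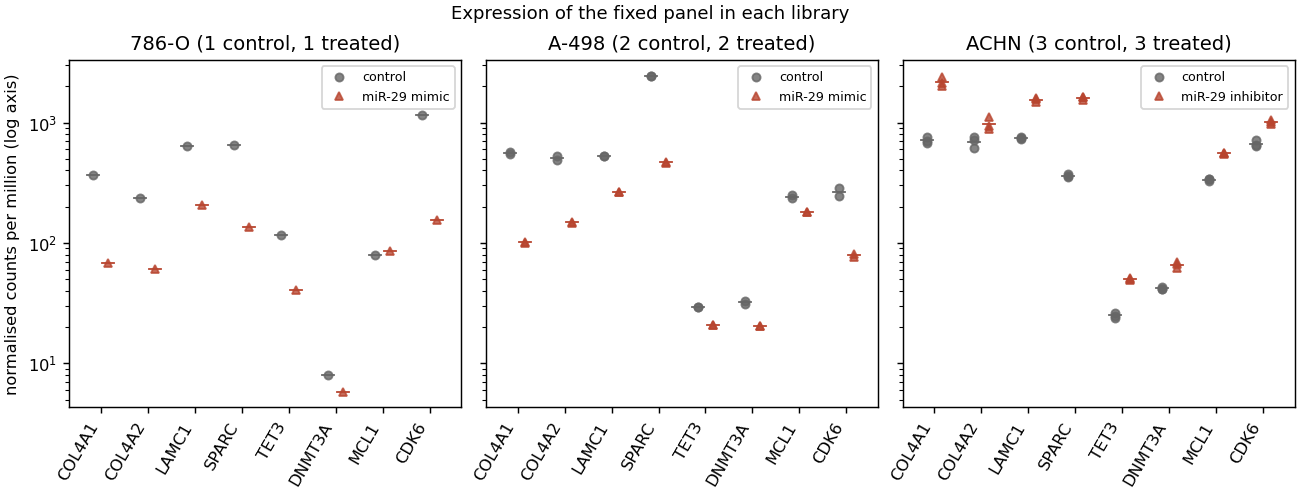
Normalised CPM (log axis) of the 8 panel genes in each library, with controls as grey circles, treated libraries as red triangles and short lines for group means. In the A-498 and ACHN panels the controls and treated libraries of each gene do not overlap, and in 786-O the MCL1 mimic library (86.4 CPM) lies above its control (80.1 CPM).

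The mimic and inhibitor comparisons share no library, so their overlap tests whether the same genes respond in reverse. Of 16708 genes tested in both A-498 and ACHN, 1752 were lower with the mimic and higher with the inhibitor, where 868 would be found if the calls were independent (odds ratio 4.91, Fisher's exact test, p = 4.22e-312, adjusted 4.22e-311). The alternative that moved this count most was an adjusted p under 0.01, with 1273 genes. A further 1232 genes were higher with the mimic and lower with the inhibitor, 427 were lower in both and 467 higher in both. Across genes, which are not independent, Pearson's r of the log2 changes was 0.45 between 786-O and A-498 (13235 genes, Spearman's rho 0.42), -0.43 between 786-O and ACHN (13097 genes, rho -0.41) and -0.27 between A-498 and ACHN (16708 genes, rho -0.28). For genes with a site the values of r were 0.55, -0.62 and -0.50, and for genes with no site they were 0.44, -0.38 and -0.25. All correlations with 786-O used genes with at least 100 counts in its 2 libraries together. The correlations between A-498 and ACHN had no such minimum, so these values rest on unlike sets of genes.

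A core set was defined as genes with a site that were called lower in A-498 and higher in ACHN and had a log2 ratio under 0 in 786-O. It held 120 of 3234 genes, where 41.4 would be found if the site were independent of the other conditions (odds ratio 5.20, Fisher's exact test, p = 8.90e-33, adjusted 2.22e-32). The count was 469 with the longest 3′ UTR of every protein-coding gene, where more genes enter. Ranked by the smallest of their shifts across the 3 lines, the top 6 core genes were COL1A1, PPIC, ADAMTS15, WFDC3, SLC2A3 and ATOH8. COL1A1 (ENSG00000108821, chromosome 17, 50184101 to 50201632) had a log2 ratio of -2.99 in 786-O and log2 fold changes of -1.86 in A-498 (SE 0.107, edgeR adjusted p = 3.23e-09) and 2.48 in ACHN (SE 0.126, edgeR adjusted p = 5.41e-11), with an 8mer 923 nt from the stop codon (50184572 to 50184579). PPIC shifted by -2.77, -2.26 and 1.37 and ADAMTS15 by -2.82, -2.39 and 1.34 in 786-O, A-498 and ACHN. SLC2A3 shifted by -1.11, -1.74 and 1.17 and ATOH8 by -2.38, -1.41 and 1.06. WFDC3 shifted by -3.01, -1.93 and 1.12, but it had 0.236 ± 0.0674 CPM (SD, n = 3) in the ACHN controls, and the annotated 3′ UTR that holds its sites ends inside the gene. Its adjusted p in ACHN was 0.0167 in edgeR. It was 0.0507 without the first control library, 0.0657 without the third and 0.145 without the third inhibitor library, and DESeq2 gave it none.

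The mimic's effect was compared between 786-O and A-498 as an interaction. Of 22587 genes tested, 6695 differed (edgeR, adjusted p under 0.05), 2972 with a more negative effect in 786-O and 3723 with a more positive one. The spread in this test comes from A-498 alone, because 786-O has 1 library per group. With the biological coefficient of variation fixed at 0.2, a value chosen after seeing the data, 281 genes differed. The shift of site genes did not differ detectably between the lines (difference of medians -0.07, camera in limma, adjusted p = 0.265 over 3 tests, unadjusted 0.176), nor did that of the collagen genes (-0.14, adjusted p = 0.265, unadjusted 0.131) or the known targets (-0.04, adjusted p = 0.789, unadjusted 0.789).

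The deposited fold changes were compared with those computed here. Across genes, Pearson's r was 0.99988 in A-498 (19676 genes), 0.99977 in ACHN (17904 genes) and 0.976 in 786-O (20370 genes). At an adjusted p under 0.05, the deposited tables held 4420 lower and 3500 higher genes in A-498 and 2460 lower and 2666 higher in ACHN. The 786-O table held 607 lower genes and fewer higher ones, from a comparison of 1 library with 1 library that has no replicate check.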

Values the study reported

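The study searched 153 broadly conserved miRNA families and found the regulons of 63 of them deregulated in at least one type of cancer. By combining the 3 transfected cell lines with its stability estimates for kidney tumours, it arrived at 53 core targets of miR-29.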

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

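The lists of NF-kB target, interferon-stimulated and S-phase genes, their tests and the test of the 3 genes under a wider spread were chosen only after the result was seen, and the fixed biological coefficient of variation of 0.2 and the spread shared by all 12 libraries were chosen after seeing the data. The other tests in this part were set out beforehand.

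The mimic's effect differed between 786-O and A-498 for 6695 of 22587 genes (edgeR, adjusted p under 0.05), of which 44.4% had a more negative effect in 786-O. With library size in place of TMM, 6727 genes differed and 58.4% were more negative, so the balance of directions depends on the scaling. The number depends on the spread assumed for 786-O, which has 1 library per group. With the biological coefficient of variation fixed at 0.2, 281 genes differed, while sharing the spread of all 12 libraries gave 6046. A wider spread between 786-O libraries and a difference between the lines cannot be told apart for this count, because no second 786-O library exists in either group. The labels also give 786-O a different run description, so sequencing batch goes with cell line.

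Among the 28 genes named in the report, 21 differed between the lines, 21 with the spread of 12 libraries and 4 at a biological coefficient of variation of 0.2 (CXCL8, ATF3, TRAF1 and E2F2). Differences are given as the log2 effect in 786-O minus that in A-498. The effect was less negative in 786-O for LOXL2 (0.71), FSTL1 (1.33), IGSF3 (0.35), TUBA1A (0.46) and SLC2A3 (0.68). It was more negative in 786-O for COL1A1 (-1.15), PPIC (-0.47), ADAMTS15 (-0.39), ATOH8 (-0.93), C1QTNF6 (-1.03), COL5A2 (-1.79), LAMC1 (-0.61), TET3 (-0.97) and CDK6 (-1.12). HMGA2 rose in both lines, and less in 786-O (-0.68). MCL1 fell in A-498 and not in 786-O (0.57). E2F2 (1.90) and E2F8 (1.42) were higher with the mimic in 786-O, while E2F8 was lower in A-498 and E2F2 was not called there. For IGSF3 the difference had an adjusted p of 0.0127 in edgeR, 0.0713 with library size only and 0.0760 in DESeq2, and for ADAMTS15 it had 0.0324 in edgeR and 0.0933 in DESeq2. No biological explanation was tested for these genes beyond the lists below.

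CXCL8, ATF3 and TRAF1 rose in A-498 and fell in 786-O, with differences of -5.32, -3.64 and -3.98. At the biological coefficient of variation of 0.2 their largest adjusted p was 3.47e-08, and over 5 alternatives their adjusted p ranged from 9.87e-207 to 3.47e-08, so a spread of that size does not account for them. A wider one stays open. A list of 26 NF-kB target genes had a median difference of -1.22 (25 tested, 19 more negative in 786-O and 0 more positive; camera in limma, adjusted p = 2.55e-11 over 9 tests, unadjusted 5.68e-12). Fry gave 0.00438, but with an estimated correlation the value was 0.0936, so this call does not hold there. The median of the list was 0.39 in A-498 (16 higher, 3 lower), 0.11 in ACHN (8 higher, 2 lower) and -0.84 in 786-O, below all random lists. Camera in limma gave an adjusted p of 5.13e-06 in A-498 and 0.0151 in ACHN, and fry gave 0.00738 and 0.00199. With an estimated correlation the values were 0.138 and 0.159, so neither call holds there. A response of NF-kB targets that differs between the lines is a candidate explanation. The interferon-stimulated list had a median of 0.16 in A-498 (10 higher, 5 lower of 23; camera, adjusted 0.253) and -0.29 in 786-O. In ACHN its median was 0.15, with 11 higher and 0 lower of 19 (camera in limma, adjusted p = 0.00224, unadjusted 0.00149), and the call held under fry (0.000328) and with an estimated correlation (0.0297). Between 786-O and A-498 its median difference was -0.21 (9 more negative in 786-O and 4 more positive; camera, adjusted 0.0761). Its members went both ways in A-498, so an interferon response to transfected RNA stays open there.

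The S-phase list had a median difference of 0.65 between the lines (17 of 20 more positive in 786-O, 0 more negative; camera in limma, adjusted p = 1.33e-08, unadjusted 5.89e-09), with 0.00489 in fry and 0.0740 with an estimated correlation. In ACHN, where E2F2 and E2F8 were among the largest falls, its median was -0.34 (19 of 20 lower and 1 higher; camera in limma, adjusted p = 6.90e-13, unadjusted 7.66e-14), with 0.000350 in fry and 0.0339 with an estimated correlation. Fewer cells in S phase with the inhibitor may account for those falls. With the mimic the list was also lower in A-498, with a median of -0.40 (16 lower and 1 higher). Camera in limma gave an adjusted p of 9.45e-09 there, fry gave 0.00149, and with an estimated correlation the value was 0.0570. The sign thus did not follow miR-29 activity, and in 786-O the median was 0.19. A difference in growth or cell density between wells was not tested.

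Among the classes of reads outside the gene counts, 1 in 786-O and 2 in A-498 were higher in every mimic library than in every control. In 786-O, reads outside every gene made up 26.1% of reads in genes and outside genes with the mimic, and 20.9% in the control. Noncoding genes inside protein-coding genes had a median log2 ratio of 0.12 in 786-O, at percentile 99.7 of random lists, so reads from introns or genomic DNA are a candidate source. This compares 2 libraries only. In A-498, reads in more than 1 gene made up 10.1% and 10.5% with the mimic and 9.46% and 9.11% in the controls. Genes that overlap another gene had a median log2 fold change that differed from that of other genes by -0.025 (unadjusted camera 0.813), which decides nothing, so the source stays open. Reads not aligned made up 3.75% and 4.25% with the mimic and 3.49% and 2.99% in the A-498 controls, and no explanation was tested. The other classes did not separate the groups in this way. In 786-O, reads not aligned made up 1.44% with the mimic and 1.77% in the control, and reads in more than 1 gene 6.42% and 6.66%. In A-498, reads outside every gene made up 14.6% and 14.7% with the mimic and 14.1% and 14.9% in the controls. In ACHN the inhibitor and control libraries overlapped in each of these classes. Reads of low alignment quality were not higher in every treated library of any line. With 2 libraries against 2, chance puts both treated libraries highest in 1 of 6 placements for each class.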

How the results depend on the processing

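The biological coefficient of variation of 0.2 and the spread shared by 12 libraries were chosen after seeing the data. For the 20 results that answer a comparison, 172 alternatives were run, and 164 kept the direction and the side of the threshold, or stayed within 1.5 times a count or within the spread of a value. The remaining 8 concern 5 results. For single named genes, 671 alternatives over 98 results were run, of which 649 gave the same result, 13 moved, 7 lost the threshold, 1 passed it and 1 reversed.

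The core set held 30 genes with 8mer sites alone, where fewer genes have a site, and 469 with the longest 3′ UTR of every protein-coding gene, where more genes enter, against 120. The 786-O difference between site genes and others was -0.57 with 8mer sites alone, against -0.41, and the cause was not tested. The interaction gave 4222 genes with DESeq2 and 281 at a biological coefficient of variation of 0.2, against 6695. The second follows from the wider spread put in, and for DESeq2 the cause was not tested. COL4A1 reversed in the interaction, from 0.064 to -0.033 with library size only, with an adjusted p of 0.549 and 0.784 in edgeR, so it had no direction under either.

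With 1 library left out at a time, the A-498 collagen median lay between -0.71 and -0.68 over 4 fits. That of the known targets lay between -1.02 and -0.97. These fits used the difference of mean log2 CPM (prior count 2), whereas the values with all libraries (-0.72 and -0.98) came from edgeR. For each list at least 1 of these fits differed from the value with all libraries by more than the spread between pairs of libraries. The change of estimate and the loss of a library cannot be told apart here. Counts of genes were not computed for these A-498 fits, because an arm is left with 1 library. In ACHN the 6 such fits gave from 2052 to 2951 lower and from 2503 to 3161 higher genes, from 1449 to 1790 genes lower in A-498 and higher in ACHN, and from 104 to 120 core genes.

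Library size in place of TMM changed the A-498 balance from 51.4% lower to 41.3% lower among called genes, as the median of all genes moved from 0.0045 to 0.081.

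The replicate numbers of ACHN did not pair the libraries: the deviations of libraries with the same number correlated at 0.042, -0.050 and -0.0047. With the replicate number as a block, 2638 genes were lower and 3125 higher, the site difference was 0.15, the collagen median 0.46, the median of the known targets 0.75, the regulon coefficient 0.68, the overlap 1764 and the core set 118. No paired analysis was possible in A-498, because the controls carry numbers 1 and 3 and the mimic libraries 1 and 2.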

Other observations

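The miR-181 test, the use of the longest 3′ UTRs in the tests of miRNA families and the values of the host gene MIR29B2CHG were chosen only after the result was seen, and the other tests in this part were set out beforehand.

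The core set held 120 genes. This is higher than the value quoted from the study above, but the sets differ in definition, since the study also required tumour data and matched longer seeds, and 786-O genes here needed a ratio under 0 and no call.

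Of the 10 splits of the 6 ACHN libraries into groups of 3, only the real one (1 of 10) gave as many called genes, and the others gave from 0 to 1. The same count, 1 of 10, was found for the shift of site genes (largest other 0.06), the collagen genes (largest other 0.26) and the known targets (largest other 0.27). It was also found for the regulon coefficient, the overlap with A-498 and the core set, which were 0 in every other split. These add nothing, because splits with 0 to 1 called genes leave them at or near 0. The other splits keep part of the treatment contrast, with a median of at least 0.24 for the known targets. The smallest share that 10 splits can give is 0.1, so the real grouping and a grouping by chance cannot be told apart by this test alone.

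Differences in depth between the ACHN libraries do not account for the number of called genes. With every library thinned to the reads of the smallest, 5476 genes were called, against 5680.

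The length and GC content of 3′ UTRs do not account for the shift of site genes. Against 10000 draws of genes with no site matched on 3′ UTR length, GC content and expression, the site median differed by -0.33 in A-498, 0.13 in ACHN and -0.40 in 786-O, and 0 draws lay as far in any line.

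If the mimic displaced endogenous miRNAs, genes higher with it could carry their sites. Among the 6 families chosen for this test (let-7, miR-15, miR-17, miR-21, miR-30 and miR-125), the best rank for higher expression was 1106 in A-498 and 3390 in 786-O. With the longest 3′ UTR of every protein-coding gene, the let-7 word CTACCTC ranked 2 and the miR-17 word GCACTTT ranked 42 in A-498, while the best rank in 786-O was 10527. In A-498 with these 3′ UTRs, ACCTCAT and TACCTCA, which overlap the let-7 word, ranked 1 and 5. The values argue against this explanation for these 6 families in 786-O, and in A-498 it stays open because the 2 sets of 3′ UTRs disagree. For other families it stays open in both lines. The word TGAATGT, a match to miR-181, ranked 3 for higher expression in 786-O and 90 in A-498 (619 with no trend removed). If the mimic relieved that family, the word could be low with the inhibitor in ACHN, where its rank for lower expression was 668, and 14 with the longest 3′ UTRs. These ranks leave the idea open.

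The log2 fold change of the host gene MIR29B2CHG was 0.43 with the inhibitor in ACHN (edgeR adjusted p = 0.00148, higher in 3 of 3 libraries) and 0.01 with the mimic in A-498 (edgeR adjusted p = 0.900), and its log2 ratio was -0.58 in 786-O.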
